A study of Mus musculus with 6 samples. Its data were reported in "Transcriptional adaptation of olfactory sensory neurons to GPCR identity and activity" (2022).

How the data were processed

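The series holds 6 bulk RNA-seq libraries of mouse olfactory sensory neurons (OSNs), the cells of the nasal epithelium that each transcribe 1 odorant receptor (OR) gene. All mice carried a knock-in allele of the OR gene Olfr16 (also named MOR23), whose transcript also encodes a green fluorescent protein through an IRES-tau-GFP cassette, so that Olfr16 neurons could be sorted by fluorescence. Per the labels, 24 mice of 7 weeks were exposed for 5 h either to 5% lyral in DMSO, lyral being an odorant that activates this receptor, or to DMSO alone. Each library was made from 400 live, nucleated, GFP-positive cells pooled from 4 mice. The 2 groups are called lyral-exposed and non-exposed, with 3 libraries each, numbered 1, 3 and 5 in the titles of both groups. Synthetic ERCC spike-in RNA was added after lysis, cDNA was amplified with 12 PCR cycles, and single reads of 50 bases were sequenced.

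The authors mapped the reads with STAR to the mouse genome build GRCm38 with the cassette added. Per the file headers, they then counted reads over exons with featureCounts 1.6.3, using the Ensembl release 99 annotation with updated OR genes, 92 ERCC sequences and the cassette. The deposited values are raw counts per gene, not normalized. The headers give unstranded counting (setting 0), a minimum overlap of 1 base and a minimum mapping quality of 0, and no option for reads with several map positions or several genes, which featureCounts leaves out by default. Receptor genes with near-identical copies and genes with overlapping exons can therefore lose reads, and an antisense gene cannot be told from the gene on the other strand where they overlap. Each table held 55504 features, of which 55411 were mouse genes. Of these, 55144 were given a symbol from the reference gene names and 267 kept their identifier. Coordinates are those of the deposited tables, on GRCm38. Gene types and transcript GC content came from GENCODE release M21 (Ensembl 96), which uses the same build. STAR's own output and the reads were not used here.

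Total counts per library ran from 21085133 to 28484974. Shares of a single library are given with a Wilson 95% interval, and the smallest share that the depth can show is 3 counts of the total. The reads carry no molecular identifiers, so that PCR copies are counted as separate reads and these intervals and floors cover counting error only. All pairs of libraries were compared by a chi-square statistic of their counts. It ran from 94.6 to 347 per degree of freedom, above sampling noise for each pair. Since the pools were of different cells and PCR copies are counted, this alone does not show what kind of replicates they are. All 6 were kept as separate replicates because the labels give them as separate pools.

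Groups came from the titles of the samples, and the comparison was lyral-exposed against non-exposed. The main test was the one the study's methods state: a negative binomial model in DESeq2 (1.42.0, in R 4.3.3) with median-of-ratios size factors, and a two-sided Wald test against an absolute log2 fold change of 0.5. A gene was called at a Benjamini-Hochberg adjusted p under 0.1. Cook's filter and independent filtering were at their defaults. A gene entered the test when all 3 libraries of at least 1 group reached a count threshold, set at a local minimum of the density of log2(count + 1) over all mouse genes and libraries. That density had 2 local minima between its 2 highest peaks, at 16.0 and 76.0 counts. The lower-lying one, at 76.0, was taken after the minima were seen and before any test was run, so that 77 counts passed. This left 9954 genes, of which 117 had no p-value because of Cook's filter. Fold changes shrunken with apeglm 1.24.0 were also computed. ERCC spike-ins did not enter the test. edgeR (4.0.16) was run as an alternative on the same genes, with TMM factors and its quasi-likelihood test, both against the 0.5 threshold (glmTreat) and against no change (glmQLFTest). Calls against no change, with DESeq2 or edgeR, also required an estimated absolute log2 fold change above 0.5, in the simulated data too.

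The library numbers 1, 3 and 5 occur in both groups. Per the labels, mice of both conditions were handled on each day of the experiment, but the labels do not tie the numbers to days. A model with the library number as a block was therefore fitted as an alternative. As a check of the pairing, each gene's log2 normalized count was expressed as its deviation from the group mean and correlated between libraries over the tested genes.

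The named genes were fixed by rule before the data were examined. They were Olfr16, the cassette, Mustn1 (a gene the study followed up by in situ hybridization) and the transduction cascade genes Gnal, Adcy3, Cnga2, Cnga4 and Cngb1. To these were added the 5 largest rises and the 5 largest falls among called genes with a mean normalized count of at least 100. The 3 + 3 libraries of these genes had to be fully separated, with neither group wholly at or under 3 counts. Lists of cascade, immediate-early and cell-type marker genes were also fixed then. Group means of single values were compared by an exact two-sided permutation test over the 3 + 3 libraries, whose smallest possible p is 0.1. Principal components were computed from variance-stabilized counts of the 500 most variable genes.

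Numbers of called genes and fold changes of single genes were recomputed with other software, null hypotheses, thresholds, count filters and scaling factors. They were also recomputed with the library number as a block, and with each library left out. Scaling factors were TMM factors, total counts and size factors from the 44 ERCC sequences that had at least 10 counts in each library. The Olfr16 share was recomputed with counts divided by gene length, with receptors of at least 10 counts only, and with each library left out. PC1's share was recomputed over all tested genes, on the scales log2(normalized count + 1) and + 10, and with each library left out. The first density minimum, removal of each library's GC trend with and without the block, edgeR's glmTreat with the block, and leaving out both libraries numbered 1 were added after the data had been seen.

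The fits were tested on simulated data: negative binomial counts for the 9954 tested genes, drawn from their real means, size factors and DESeq2 dispersions, with 200 genes changed by a log2 fold change of 3 up or down. The main test recovered 182 of the 200 genes, with 17 false calls, and its median estimate of the genes raised was 3.02. edgeR's glmTreat recovered 178 of the 200 with 10 false calls. DESeq2 against no change recovered 191 with 88 false calls, which was 31.5% of its calls. The replicate block recovered 187 with 33 false calls. With a simulated GC trend that followed the groups, the main test made 164 false calls, and 19 once the trend was removed. With no gene changed in the 9954, the main test made 6 calls and glmTreat made 0. Apart from the GC trend, no change smaller than 3 was simulated, so recovery of moderate changes was not measured.

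Enrichment of Gene Ontology terms, intronic reads and the study's other neuron population were not analysed here.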

Results

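Olfr16-expressing OSNs were sorted from mice exposed to lyral and from mice exposed to the solvent, and the RNA of 3 pools per condition was sequenced. The non-exposed libraries 1, 3 and 5 held 28432161, 27007852 and 24340684 counts in all, and the lyral-exposed libraries 1, 3 and 5 held 23681985, 28484974 and 21085133. The group means, 26593566 ± 2076962 and 24417364 ± 3754331 counts (SD, n = 3 each), did not differ by an exact two-sided permutation test (p = 0.5; with 3 libraries against 3 the smallest possible p is 0.1). Between 18418 and 24515 mouse genes had at least 1 count in a library.

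Counts of Olfr16 were compared with those of all OR genes to see how far the receptor RNA of each pool was that of the targeted receptor. The gene (ENSMUSG00000037924, protein coding) lies on chromosome 1 of GRCm38, from 172950409 to 172958357 on the plus strand. It received 187033, 384845 and 370514 counts in the non-exposed libraries 1, 3 and 5 and 290097, 282842 and 277827 in the corresponding lyral-exposed libraries. As a share of the counts over all 1407 genes named Olfr, this was 44.7% in non-exposed library 1 (Wilson 95% interval 44.5 to 44.8%). It was 86.1% (86.0 to 86.2%) in non-exposed library 3 and 89.1% (89.0 to 89.2%) in non-exposed library 5. In the lyral-exposed libraries 1, 3 and 5 it was 87.0% (86.9 to 87.1%), 73.7% (73.6 to 73.9%) and 82.5% (82.4 to 82.6%). The smallest share that the depth could show was at most 0.0009% in any library. The group means were 73.3 ± 24.8% and 81.1 ± 6.74% (SD, n = 3), a difference of 7.80 percentage points that was smaller than the spread of the non-exposed libraries (exact permutation p = 0.9). Leaving out each library in turn moved this difference to between -6.50 and 15.7 points.

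**Figure D1:**
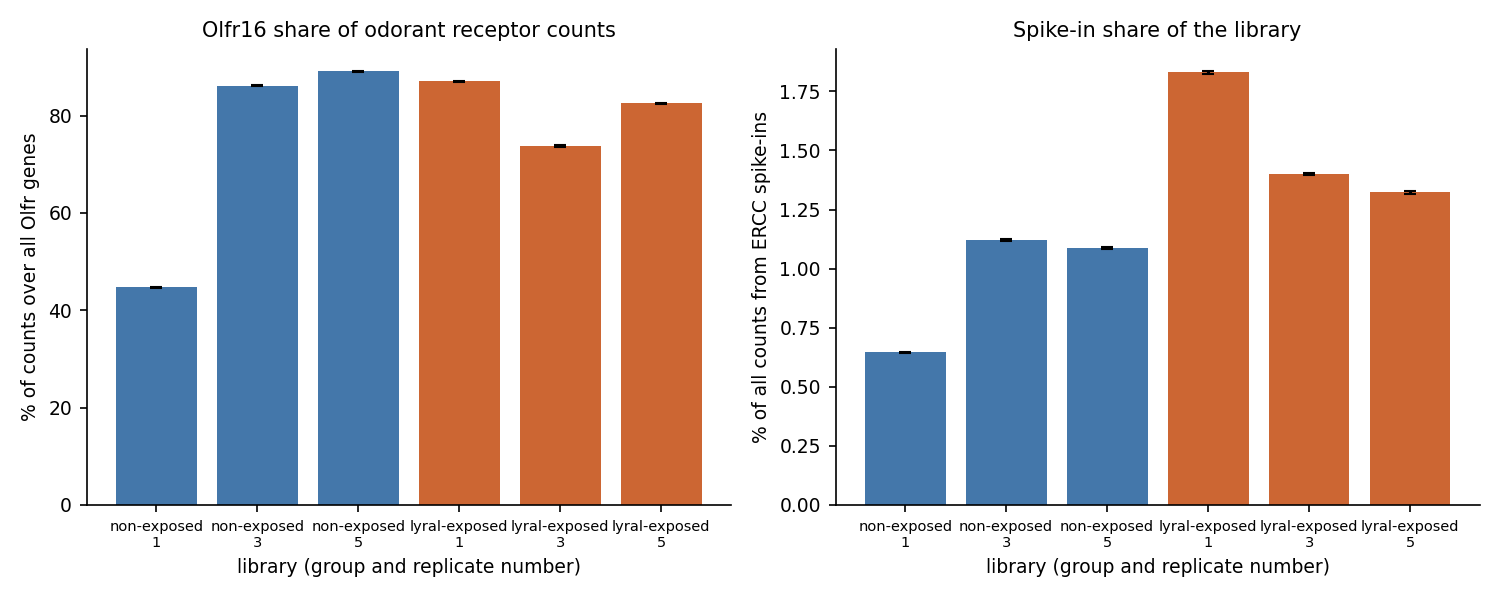
The left bars give Olfr16 counts as a percent of counts over all Olfr genes, and the right bars ERCC spike-in counts as a percent of all counts, for each library by group and number, with Wilson 95% intervals. Non-exposed library 1 had an Olfr16 share of 44.7% against 73.7% or more in the other 5, and the 3 lyral-exposed libraries had the 3 highest spike-in shares, 1.32 to 1.83%.

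Principal components were used to see what separated the libraries. PC1 held 47.8% of the variance of the 500 most variable genes and did not separate the groups (exact permutation p = 1). Non-exposed library 1 lay at -35.5 on it, and the other 5 libraries between -6.18 and 15.9. PC2 held 24.8% and placed all 3 lyral-exposed libraries above all 3 non-exposed ones (exact permutation p = 0.1, the smallest possible). PC1's share moved most, to 37.0%, when all tested genes entered.

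**Figure D2:**
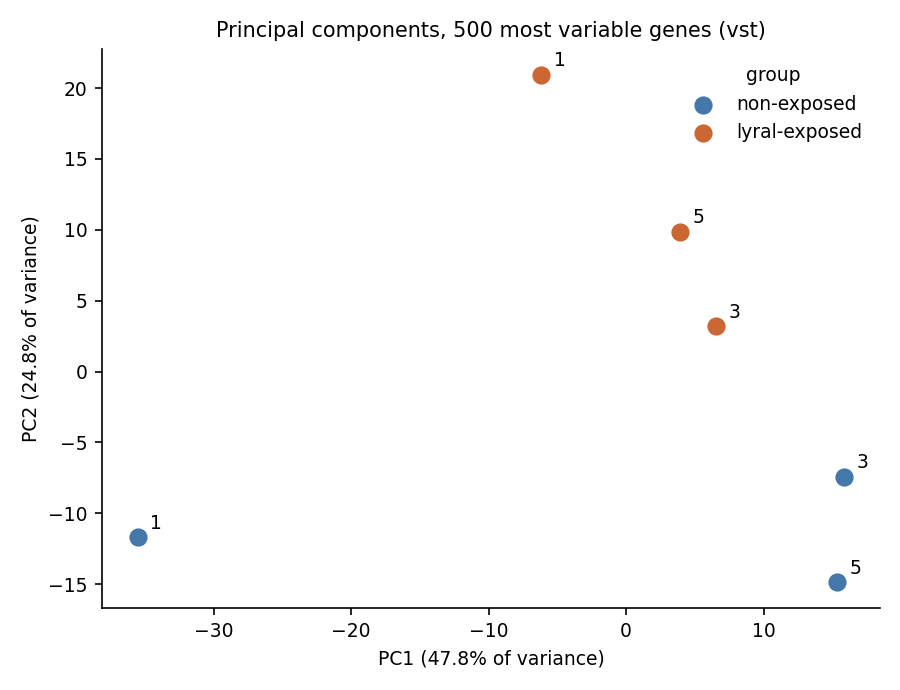
Each point is 1 library, labelled with its number and coloured by group, on PC1 (47.8% of variance) and PC2 (24.8%), in units of variance-stabilized log2 counts. Non-exposed library 1 stands alone at the left, and the lyral-exposed libraries lie above the non-exposed ones on PC2.

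The study asked which genes change after the neurons' receptor has been activated for 5 h. Of 9954 genes tested against an absolute log2 fold change of 0.5, 102 were higher and 33 lower after lyral at a DESeq2 adjusted p under 0.1, which is 1.36% of the genes tested. The median log2 fold change was 2.13 among genes called higher and -2.13 among genes called lower, and the median standard error over all tested genes was 0.37. The 3 + 3 libraries were fully separated for each of these 135 genes, and for 23.5% of all tested genes, where chance alone gives 10%. Protein-coding genes made up 88 of the 102 and 32 of the 33. edgeR's glmTreat on the same genes called 54 higher and 9 lower, all of them also called by DESeq2. The number of genes moved most with DESeq2 against no change, where the estimate also had to exceed 0.5 in size. It called 447 higher and 349 lower. When ERCC spike-ins set the scaling, the balance turned to 19 higher and 142 lower, and the median log2 fold change of all tested genes moved from -0.06 to -0.89. With the library number as a block, 161 genes were higher and 77 lower, including 97 of the 102 and 29 of the 33. Deviations of same-numbered libraries correlated at 0.19, 0.09 and 0.11 for numbers 1, 3 and 5, with a mean of 0.13 (across genes, which are not independent replicates). The mean over the 6 differently numbered pairs was -0.06. Deviations cancel within each group, so these means tend to opposite signs and are not independent.

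**Figure D3:**
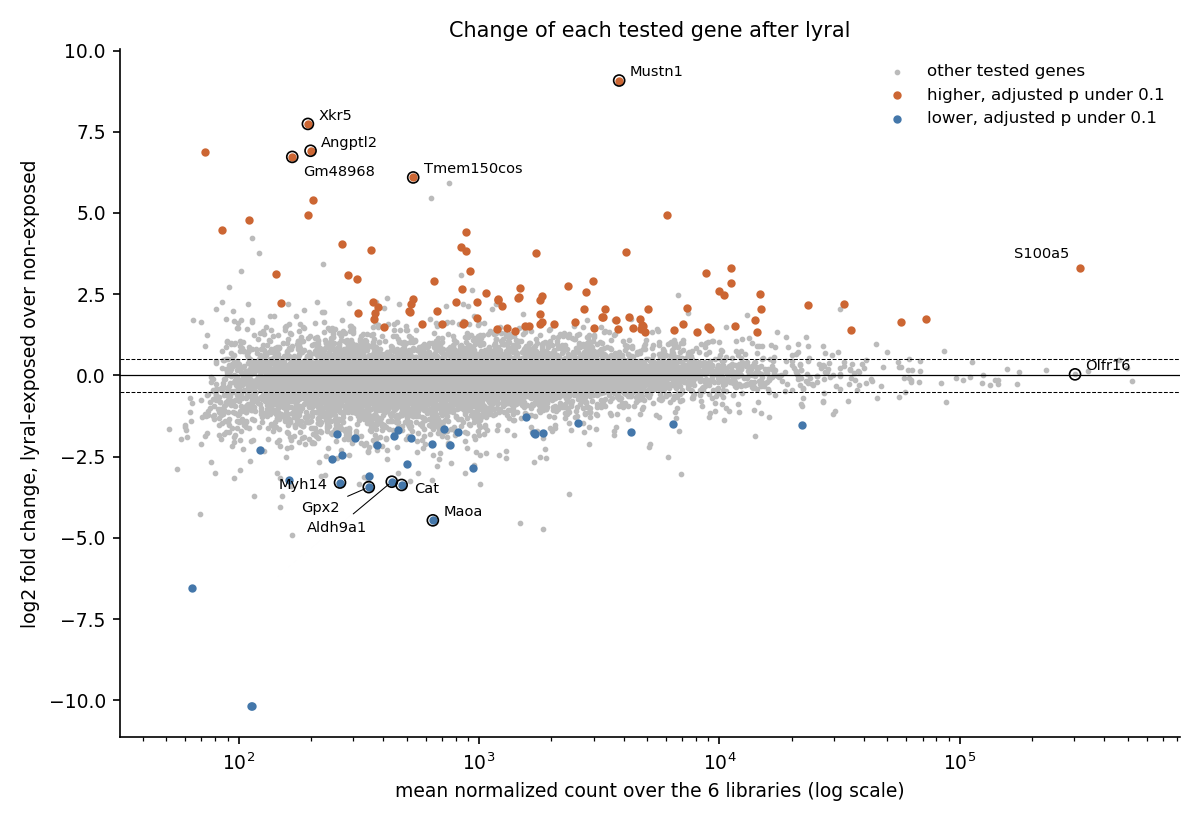
Each point is 1 tested gene, with its mean normalized count on a log axis and its log2 fold change of lyral-exposed over non-exposed, orange where called higher and blue where called lower, dashed lines marking 0.5 in either direction. Genes called higher (102) outnumber those called lower (33), Mustn1 reaches 9.08, and Olfr16 lies at 0.03.

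Mustn1 showed the largest rise of any gene with a mean normalized count of at least 100. It lies on chromosome 14 from 30879200 to 30881610 on the plus strand (ENSMUSG00000042485, protein coding). It received 10, 18 and 17 counts in the non-exposed libraries 1, 3 and 5, and 4064, 6875 and 10027 in the lyral-exposed ones. Normalized counts were 14.2 ± 4.73 and 7641 ± 4112 (SD, n = 3), a log2 fold change of 9.08 ± 0.49 (SE, DESeq2 adjusted p = 1.41e-63). Its smallest estimate under any alternative was 8.38, with ERCC scaling, and edgeR's glmTreat gave an adjusted p of 0.0117. With the replicate block the estimate was 9.01.

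The other 4 of the 5 largest rises were also almost silent without lyral. Xkr5 (chromosome 8, 18932729 to 18950975, minus strand) had 6, 0 and 0 counts in non-exposed and 611, 201 and 242 in lyral-exposed libraries, a log2 fold change of 7.74 ± 1.10 (SE, DESeq2 adjusted p = 2.27e-08). Angptl2 (chromosome 2, 33216069 to 33247717, plus strand) went from 11, 0 and 0 counts to 406, 290 and 386, a change of 6.91 ± 1.10 (DESeq2 adjusted p = 1.74e-06). Both missed the threshold with edgeR's glmTreat, at adjusted p of 0.101 and 0.127. Among the non-exposed libraries only number 1 had any counts of these genes. Without it the estimates for Xkr5 and Angptl2 were 11.09 and 11.11, so the size of these changes rested on that library. Gm48968, annotated as a lincRNA (chromosome 14, 76832821 to 76853299, plus strand), went from 2, 5 and 3 counts to 284, 268 and 357, a change of 6.73 ± 0.71 (DESeq2 adjusted p = 2.71e-15). Tmem150cos (chromosome 5, 100077962 to 100095273, plus strand) went from 13, 19 and 17 counts to 832, 732 and 1278, a change of 6.09 ± 0.50 (DESeq2 adjusted p = 1.5e-25). It is antisense to Tmem150c and shares exon sequence with it, and since counting ignored strand its reads could not be assigned to a strand with certainty. An exon of Xkr5 likewise overlaps Gm22551.

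The 5 largest falls rested on more variable counts. Maoa (chromosome X, 16619698 to 16687818, plus strand) had 440, 274 and 3011 counts in the non-exposed libraries and 46, 81 and 36 in the lyral-exposed ones, a log2 fold change of -4.46 ± 0.84 (SE, DESeq2 adjusted p = 0.000475). Gpx2 (chromosome 12, 76792333 to 76795554, minus strand) went from 649, 100 and 1234 counts to 16, 93 and 62, a change of -3.44 ± 0.88 (DESeq2 adjusted p = 0.0702). Cat (chromosome 2, 103453849 to 103485160, minus strand) went from 1196, 258 and 1304 to 50, 167 and 39, a change of -3.37 ± 0.71 (DESeq2 adjusted p = 0.00613). Myh14 (chromosome 7, 44605803 to 44670843, minus strand, overlapping 2310016G11Rik) and Aldh9a1 (chromosome 1, 167349991 to 167368532, plus strand) changed by -3.30 ± 0.80 and -3.27 ± 0.80, both with a DESeq2 adjusted p of 0.0453. In non-exposed library 3 all 5 genes were lower than in the other 2 non-exposed libraries. Without non-exposed library 5 the estimates of all 5 were smaller. They were -2.49 for Maoa, -2.47 for Gpx2, -2.91 for Cat, -2.76 for Myh14 and -1.79 for Aldh9a1, and only Maoa was still called. None of the 5 falls passed edgeR's glmTreat, where their adjusted p ran from 0.209 to 0.355, and with the replicate block Myh14 (DESeq2 adjusted p = 0.129) and Aldh9a1 (0.143) no longer passed.

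**Figure D4:**
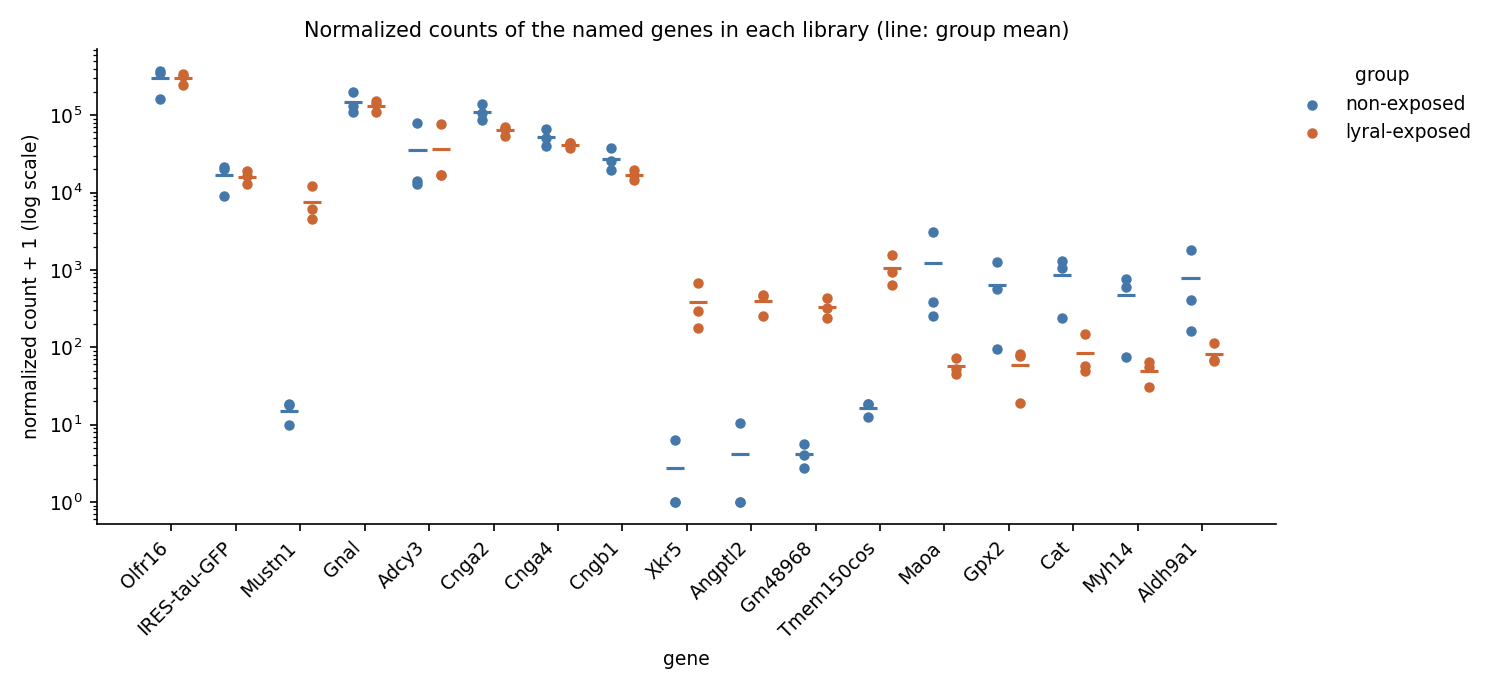
Points give the normalized count plus 1 (log axis) of each named gene in each library, coloured by group, with a line at the group mean. Mustn1, Xkr5, Angptl2, Gm48968 and Tmem150cos have log2 fold changes of at least 6.09, whereas the groups overlap for Olfr16, the cassette and each cascade gene but Cnga2.

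The most abundant of the called genes were looked up after their values had been seen. S100a5 had a mean normalized count of 315450, and took 0.237 ± 0.172% of mouse counts in non-exposed and 2.25 ± 0.659% in lyral-exposed libraries (SD, n = 3). Its log2 fold change was 3.30 ± 0.57 (SE, DESeq2 adjusted p = 0.00017), but its adjusted p was 0.162 with edgeR's glmTreat and 0.2 with the replicate block. Next came Cartpt (1.73 ± 0.29), Tsc22d1 (1.63 ± 0.29), Snap25 (1.39 ± 0.21) and Kirrel2 (2.19 ± 0.45), with DESeq2 adjusted p between 0.00286 and 0.0177. With edgeR's glmTreat Tsc22d1 (adjusted p = 0.103) and Kirrel2 (0.195) missed the threshold, and Cartpt (0.0757) and Snap25 (0.063) passed. Kirrel2 also lost its call without lyral-exposed library 3 (DESeq2 adjusted p = 0.186) or 5 (0.328), and Tsc22d1 without library 3 (0.115). Relative to the ERCC spike-ins, these 4 genes rose by 1.00, 0.91, 0.62 and 1.37 and no longer passed. Another 3 genes, also named after their values were seen, had at most 3 counts in each lyral-exposed library, so that only a lower bound of their fall can be given. Taken as the mean normalized count of the non-exposed libraries over 3 counts, Dpyd was at least 75.0-fold lower, Olfr877 at least 75.9-fold lower and Rnf213 at least 42.0-fold lower. Olfr877 had 79, 156 and 464 counts in the non-exposed libraries 1, 3 and 5, so its bound leaned on library 5. Olfr877 is also a receptor other than the sorted one, so its counts may depend on stray neurons in each pool, which was not tested. With edgeR's glmTreat it missed the threshold (adjusted p = 0.125), whereas Dpyd (0.063) and Rnf213 (0.0355) passed.

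The level of Olfr16 was compared because the study expected a fall of the receptor's own mRNA after activation. Its authors had reported such a fall before, and here reported one for Olfr16 after lyral by in situ hybridization. Normalized counts were 298425 ± 116896 without lyral and 305165 ± 49006 with it (SD, n = 3), a log2 fold change of 0.03 ± 0.36 (SE, DESeq2 adjusted p = 1). The difference was far smaller than the spread between libraries. It was -0.02 with total-count scaling, and -0.69 with ERCC scaling, which is above the median shift of -0.89 over all tested genes. With the replicate block it was 0.11, and without non-exposed library 1 it was -0.26 ± 0.22 (SE). That library, with the lowest Olfr16 share, had 163870 normalized counts of Olfr16, against 356429 and 374976 in non-exposed libraries 3 and 5. It widened the spread and lowered the mean of the non-exposed group, so these data do not exclude a fall. The cassette, transcribed from the same locus, changed by -0.06 ± 0.38 (DESeq2 adjusted p = 1), and by 0.01 with the block.

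The transduction cascade was examined because it carries the signal from the receptor. None of the 5 listed genes passed the threshold, whether adjusted over all tested genes or over the list alone, and 0 had an unadjusted p under 0.05. Point estimates were lower for 4 of the 5 genes. Cnga2 (chromosome X, 71991849 to 72010218) changed by -0.80 ± 0.27 and Cngb1 (chromosome 8, 95239045 to 95306585) by -0.68 ± 0.31. Cnga4 (chromosome 7, 105404568 to 105408742) changed by -0.32 ± 0.27 and Gnal (chromosome 18, 67088216 to 67226792) by -0.13 ± 0.31 (SE, DESeq2 adjusted p = 1 for each). Adcy3 (chromosome 12, 4133103 to 4213525) changed by 0.06 ± 0.78, with 90716 and 68991 counts in the 2 libraries numbered 1 and 13835 to 19095 in the other 4, and by 0.20 ± 0.16 with the replicate block. Exons of Gnal and Adcy3 overlap those of Mppe1 and Cenpo. Against no change, Cnga2 and Cngb1 had an unadjusted p under 0.05. Cnga2 was the 1 gene called, at a DESeq2 adjusted p of 0.05, and Cngb1 had a DESeq2 adjusted p of 0.229. With the replicate block the estimates of Cnga2 and Cngb1 were -0.79 ± 0.19 and -0.64 ± 0.21 (SE), and 0 of the 5 passed the 0.5 threshold. The block was not run against no change. The estimates of Gnal and Adcy3 changed sign with the library left out, and with ERCC scaling all 5 were lower, Gnal by -0.88, close to the median shift of -0.89 over all tested genes, and the other 4 by more than that shift. In a list extended to 16 genes, 9 had lower point estimates. Against the 0.5 threshold 0 passed, with 0 at an unadjusted p under 0.05. Among the genes added, the largest changes were a rise of Ric8b (0.74 ± 0.22, SE) and a fall of Rtp1 (-0.69 ± 0.22). Tests of the added genes against no change are not given here.

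Of 21 immediate-early genes listed before the data were examined, 14 passed the count filter, 2 of which had no p-value, and 1 was called, by adjustment over all tested genes and over the list alone. Nr4a1 had 4580, 1183 and 226 counts in non-exposed and 16723, 12984 and 14030 in lyral-exposed libraries, a log2 fold change of 3.15 ± 0.75 (SE, DESeq2 adjusted p = 0.0404). Its adjusted p was 0.377 with edgeR's glmTreat and 0.0918 with the replicate block. Fos changed by 0.03 ± 0.46 and Egr1 by -1.69 ± 1.37 (DESeq2 adjusted p = 1 for both).

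**Figure D5:**
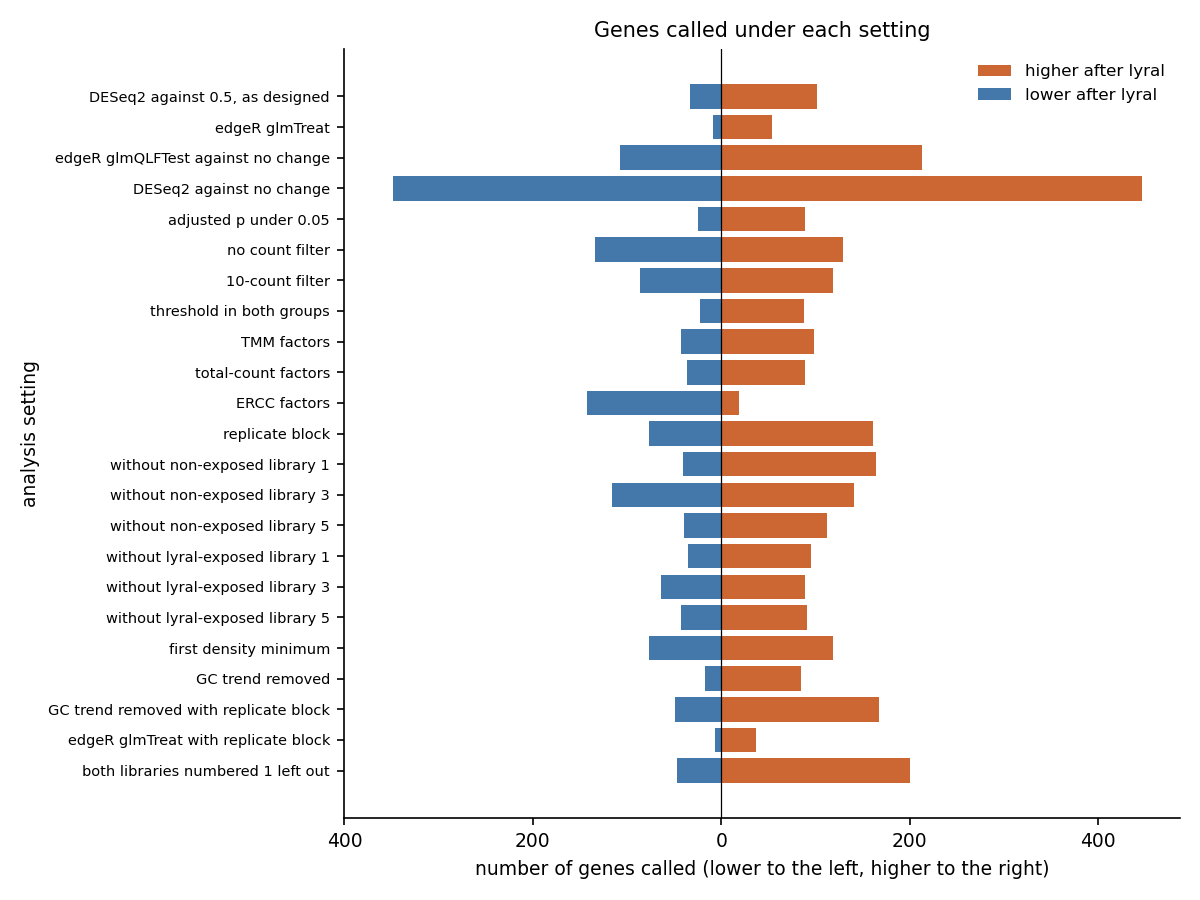
Bars give the number of genes called lower (to the left) and higher (to the right) after lyral under each analysis setting. The designed test called 102 higher and 33 lower, DESeq2 against no change called the most, and the ERCC factors are the 1 scaling under which lower calls (142) outnumber higher calls (19).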

Values the study reported

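For Olfr16-transcribing neurons, the study reported 419 genes upregulated and 356 genes downregulated after lyral. The fold changes it gave for this population ran from 0.056 to 517.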

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

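All tests in this part were chosen after the spike-in shares had been seen. ERCC spike-ins were used above as an alternative scaling and shown by library, but not tested between groups. They took 1.52 ± 0.274% of counts in the lyral-exposed libraries against 0.951 ± 0.264% in the non-exposed ones (SD, n = 3). An exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The spike-ins drew attention because each lyral-exposed library, at 1.83, 1.40 and 1.32%, exceeded each non-exposed one, at 0.646, 1.12 and 1.09%. Full separation in either direction has a 10% chance.

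If the low share in non-exposed library 1, possibly diluted by RNA from other cells, made the difference, leaving that library out would take away most of it. The difference of group means went from 0.567 to 0.415 percentage points, so 73.1% of it remained. The gap of 0.202 points between the lowest lyral-exposed and the highest non-exposed share could not change, as that library had the lowest share. Library size was tested through total counts: the smallest non-exposed total minus the largest lyral-exposed total was -4144290, so the ranges overlapped and size did not part the groups. Omp, which all mature OSNs transcribe, fell by 0.91 on the log2 scale relative to the spike-ins, as a group mean ratio. This may mean that fewer cells or less RNA entered the lyral-exposed lysates, or that more spike-in was pipetted, or, as a biological hypothesis, that each exposed neuron held less mRNA. These possibilities predict the same value and cannot be told apart here. With spike-in scaling, the median gene moved by -0.89, so the counts of genes called in each direction depend on which of them holds.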

How the results depend on the processing

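The designed test called 102 genes higher and 33 lower. The alternatives listed in the methods as added after the data had been seen are named as added here. Unless stated, the cause of a change was not tested.

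Counts of called genes (higher and lower) moved to 54 and 9 with edgeR's glmTreat, 213 and 107 with edgeR against no change, 447 and 349 with DESeq2 against no change, 19 and 142 with ERCC factors, and 161 and 77 with the replicate block. Lower calls moved to 134 with no count filter, 86 with the 10-count filter and, among the added settings, 77 with the first density minimum and 17 with the GC trend removed. With no count filter 129 genes were higher, so lower calls slightly outnumbered higher calls, as they did by far with ERCC factors. The other added settings gave 167 higher with the GC trend removed and the replicate block, 37 and 7 with edgeR's glmTreat and the block, and 200 higher with both libraries numbered 1 left out. Across the 6 fits that each left out a library, 89 to 164 genes were higher and 35 to 116 lower. No gene called in one direction by the designed test was called in the other under any setting. DESeq2 against no change also made more false calls in the simulated data, 88 against 17. The genes changed there all had a log2 fold change of 3 in size. The simulation therefore cannot tell how many of the extra calls are real, smaller changes.

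Olfr16, at 0.03, reversed to -0.021 with total-count factors, -0.69 with ERCC factors (where the median over all tested genes was -0.89) and -0.33 with both libraries numbered 1 left out, and ranged from -0.26 to 0.24 across the 6 fits that each left out a library, at an adjusted p (DESeq2 or edgeR) of 0.986 to 1 over its alternatives. The cassette reversed to 0.0081 with the replicate block and ranged from -0.37 to 0.17 with a library left out. It was -0.79 with ERCC factors and -0.53 ± 0.23 (SE) with both libraries numbered 1 left out, and was called under no setting. Adcy3 reversed to -0.00047 with total-count factors and -1.21 with ERCC factors, and ranged from -1.08 to 1.46 with a library left out, the libraries numbered 1 being far above the rest. Settings that took the library number into account gave it a smaller error: 0.20 ± 0.16 (SE) with the replicate block, 0.31 ± 0.21 with both libraries numbered 1 left out and 0.30 ± 0.17 with the GC trend removed and the block, none of them called. Gnal ranged from -0.30 to 0.19 with a library left out. Cascade genes called lower went from 0 to 1 with DESeq2 against no change (Cnga2). Mustn1 kept its direction and its call under all 22 alternatives, at 8.38 to 9.33. It had no value where the count threshold had to be reached in at least 1 library of each group, and neither had Xkr5, Angptl2, Gm48968, Tmem150cos, Myh14, Dpyd, Olfr877 and Rnf213.

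The Olfr16 share difference stayed within the spread between libraries under its 8 alternatives, but its sign changed, from -6.50 to 15.7 points, with a library left out. PC1's share was 37.0% over all tested genes, 40.3% and 37.6% on the scales log2(normalized count + 1) and + 10, and 43.7 to 58.1% with a library left out.

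Among single genes other than Olfr16 and Mustn1, 454 gene-setting results kept direction and call, 78 lost the call, 1 gained it and 11 reversed. The cassette had no GC value, so removal of the GC trend could not move it, and 1 of the 11 repeats its reversal with the block. Maoa had no p-value with the GC trend removed, and Adcy3 none with ERCC factors, because of Cook's filter. The losses were most frequent with edgeR's glmTreat, 12 without the block and 14 with it. Gpx2 lost its call under 12 of 23 alternatives and Myh14 under 11 of 22, and Nr4a1 under 10 of 23. With 3 libraries per group, exact permutation p cannot go below 0.1, which limits all tests of single values.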

Other observations

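The tests of chance splits and of GC content and exon length were written before their results were seen, and the others in this part, including that of fold changes without the GC trend, after.

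The libraries were regrouped 3 against 3 to see how many genes other splits would call. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes on its larger side (102), and likewise 1 gave as many on its smaller side (33). The other 3 gave 73, 27 and 3 genes in all. The 6 splits that part 1 pair gave 1 to 70. With 4 splits the share cannot fall low enough to exclude chance.

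Removal of each library's GC trend left 76.5% of the genes called higher still called, and 45.5% of those called lower. The median log2 fold change of those 33 genes went from -2.13 to -2.07, or 96.9% of its size, and none moved by more than 0.29. Their median standard error went from 0.43 to 0.48, and 1 gene had no p-value. The lost calls thus came with little change in fold change. With the replicate block in the same fit, 27 of the 33 remained, and with the block alone 29. Correlations of a library's deviations with GC content were small, from -0.11 to 0.06 (Spearman's rho across genes). Other cells in non-exposed library 1 were a further candidate source of the lower calls. Without that library 72.7% of them were still called, so it does not account for most of them. No biological explanation of the calls was tested beyond the comparison of groups.

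A set of 350 genes was at least 2-fold higher in both libraries numbered 1, one from each group, than in any of the other 4 libraries. Adcy3 was among the most abundant, with 79482 and 77319 normalized counts against 12992 to 16983. Uncx had 3673 and 3488 against 145 to 249, Cpe 20370 and 20316 against 2181 to 3454, and Dusp1 17569 and 12089 against 1317 to 1674. GC content bias was tested by correlating deviations with GC content in both libraries, where the smaller rho was 0.049. For transcript length rho was 0.0438 in non-exposed library 1 and 0.160 in lyral-exposed library 1. These correlations run over 9950 genes, of which the 350 are a small part, so they cannot decide whether bias raised this set. Its median GC content was 50.7%, against 49.0% for the tested genes. Other cell types in the sorted pool were tested by the sustentacular marker share, for which lyral-exposed library 1 had rank 4 of the 6. For library size it had rank 5 of the 6 in total counts. This pair held 6.14 times as many such genes as any other pair of libraries, whose highest number was 57, while 101 genes were 2-fold lower in non-exposed libraries 3 and 5. A difference between experiment days carried by the library numbers is a candidate explanation, but the labels do not tie numbers to days, and the pattern cannot be told apart from other causes shared by the pair.

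The low Olfr16 share of 44.7% in non-exposed library 1 went with 147 other OR genes at 500 counts or more, against 19 to 38 in the other libraries. RNA of neurons with other receptors is a candidate explanation. Per count of Omp, Olfr16 was lowest in this library, at 0.377 against 0.515 to 0.691. Counts over all OR genes were 0.844 per count of Omp, against 0.675 to 0.837 in the other 5. That was 1.25 times the lowest of these but barely above the highest. ORs other than Olfr16 gave 0.467 per count of Omp, against 0.0760 to 0.183 in the other 5. Sustentacular markers (supporting cells) were 4.15 times as frequent in this library as in the next highest, at 5414 CPM (counts scaled to a common library total) against 165 to 1305. Cyp2g1 alone had 50452 counts there, against 537 to 9629. This points to RNA from other cell types in the pool but cannot account for the share, which is taken among OR counts. The composition shift shared by both libraries numbered 1 was not a match, since lyral-exposed library 1 had rank 5 from the lowest in Olfr16 share. Stray neurons and free RNA were not distinguished, and no biological explanation was tested.

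Among ORs other than Olfr16, 220 reached 500 counts in some library. Olfr1176 did so in 5 of the 6, with 3939 to 8764 counts, and had 8 in lyral-exposed library 1. Olfr1177-ps did so in the same 5, with 592 to 862 counts, and had 17 in lyral-exposed library 1. Independent stray neurons of equally frequent receptors could give 1 such receptor: in 10.5% of 10000 random draws from those 220 receptors, some receptor was present in as many libraries. In 0.45% of the draws 2 receptors were, so independent draws rarely give both. The draws take the 2 genes as independent, but Olfr1176 (chromosome 2, 88336721 to 88342255, plus strand) and Olfr1177-ps (88342132 to 88346492, minus strand) overlap at their ends and counting ignored strand. Whether the counts of one came from transcripts of the other was not tested.

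Immediate-early transcripts were most frequent in a library without lyral: non-exposed library 1 had 4424 CPM over the 21 listed genes, against 1159 and 755 in the other 2 non-exposed libraries and 1793 to 2475 in the lyral-exposed ones. Xist had 57 to 613 counts and the Y-linked genes Ddx3y 236 to 730 and Eif2s3y 178 to 832, each being present in all 6 libraries. The study's methods give these mice as male, and the source of the Xist counts was not tested.

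The number of genes higher after lyral was 102 here. That is lower than the value quoted from the study above. The number of genes lower after lyral was 33 here. That too is lower than the quoted value. Both counts come from the test against the fold-change threshold, which the study's methods state. The description of the study's gene list gives a cutoff on adjusted p and a separate cutoff on the fold change. It can also be read as a test against no change, with calls made as in that setting here. The criteria may therefore differ, and the lower counts alone do not show that the quoted values fail to reproduce. DESeq2 against no change gave 447 higher and 349 lower. These lie close to the quoted values. Without the 3 genes at or under 3 counts in a group, apeglm fold changes of called genes ran from 0.0578 to 520. Those genes, Dpyd, Olfr877 and Rnf213, had apeglm log2 fold changes of -11.1, -11.1 and -6.18, so the lower end depends on leaving them out. The study's text states no such exclusion, and its range covers its own, larger gene list.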
